A study of Mus musculus with 4 samples. Its data were reported in "Blockade of Activin Receptor IIB Protects Arthritis Pathogenesis by Non‐Amplification of Activin A‐ACVR2B‐NOX4 Axis Pathway" (2023).

How the data were processed

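Total RNA was measured in primary articular chondrocytes, the cells of joint cartilage, isolated from the femoral condyles and tibial plateaus of mice. The cultures were infected either with an empty control adenovirus (Ad-C) or with an adenovirus that carries Nox4 (Ad-Nox4), and RNA was taken after 36 h. Per the labels, RNA was extracted with a column kit, converted to sense-strand cDNA, fragmented and labelled with biotin. It was hybridised to a whole-transcript array of the Mouse Gene 2.0 ST type, 1 colour and 1 sample per array. There were 2 arrays per group, which the labels describe as biological replicates. Groups were taken from the sample titles and treatment labels. The treatment protocol in the labels names Ad-Nox4 for every sample and was not used for grouping.

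The authors deposited 1 table of log2 expression values, with 41345 probe sets and 4 columns, each of which matched the labels of 1 array. The values ran from 1.09 to 13.52 on a log2 scale and were used as deposited, with no further normalization in the analysis as planned. The method that made them from the scanned arrays, its background correction and its normalization are not given in the sources used here, nor is a genome build. The medians of the 4 arrays lay between 5.17 and 5.20, and their quartiles were alike. An array has no read depth, and the number of arrays limits the precision. The level of olfactory receptor genes, which cartilage cells should hardly express, served as an estimate of background. Over 1088 such genes the median level was 3.04 and the 95th percentile was 5.06.

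Probe sets were named from the annotation of the array platform. Of the 41345 probe sets, 23521 had 1 gene symbol, 1814 had several and 16010 had none. Only those with 1 symbol were used for genes, and 23328 of them matched a RefSeq gene of mouse assembly GRCm38.p6, which was used for current names, gene types and the order of neighbouring genes. Its gene positions set that order and the genes counted between Dlk1 and Dio3, and no coordinates are reported. Where a gene had several probe sets, the probe set with the highest mean over all 4 arrays stood for it, which left 22180 genes. Fosl1, on which the study's text dwells, was covered by a probe set shared with a second gene and is not reported here.

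Genes were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a prior variance that follows the mean level (trend=TRUE), with the group as the sole term. The fold change is the mean log2 level in Ad-Nox4 minus that in Ad-C. The p-values were two-sided and adjusted by Benjamini-Hochberg over all 22180 genes, and an adjusted p under 0.05 was called. The fit had 2 residual degrees of freedom and borrowed 5.14 prior degrees of freedom from the other genes. The same code was tested on simulated data with 22180 genes, of which 200 were changed in each of 5 runs. It recovered 81.6% of changes of 1 on the log2 scale and 99.6% of changes of 2, and 5.33% of its calls were false. The simulated genes varied independently, with spreads drawn from the fit's own estimates, so these shares need not hold for the real arrays.

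Gene lists for pathways, cartilage functions, other cell types and technical checks were written from general knowledge before the data were examined. So were the main settings, the rule for named genes and the alternatives, apart from 3 settings named as added later. Lists with at least 5 measured genes were tested, and Nox4 itself was left out of them. Each list was compared with the other genes by limma's camera with a preset inter-gene correlation of 0.01, adjusted over 31 lists, with 6 technical lists adjusted among themselves. Camera with a correlation estimated from the arrays, and fry, which asks whether a list's genes move on balance in 1 direction without reference to other genes, were run beside it. Camera with an estimated correlation rests on the 2 residual degrees of freedom and has little power. A call lost there need not come from correlation between genes, and it does not decide for or against a shift. For each list the count of members called over all genes is given with the count adjusted over the list alone. The lists share few genes, 21 of 615 being in more than 1 list. Markers of erythroid cells, with 4 measured genes, and mitochondrially encoded genes, with 0, were too few to test.

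The genes named are Nox4, the 12 with the largest rise and the 12 with the largest fall among called genes whose arrays did not overlap between groups, up to 4 genes per list with called members taken before others, and the genes the study's text is about. Genes with predicted or clone names, microRNAs, small nucleolar RNAs and olfactory receptors were counted but not named by this rule. Any other gene is said to have been chosen after its values were seen.

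The alternatives were leaving out each array, a replicate block, a prior variance without trend, a robust prior, filters on dim genes, 3 further normalizations between arrays, the mean of a gene's probe sets, all probe sets regardless of name, other thresholds and the methods' test for comparing groups. Figures were drawn with matplotlib.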

Results

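To examine what overexpression of Nox4, an NADPH oxidase that produces hydrogen peroxide, does to gene expression in chondrocytes, arrays of mouse articular chondrocytes infected with Ad-Nox4 were compared with arrays of chondrocytes infected with the empty virus, Ad-C. There were 2 arrays in each group, taken 36 h after infection. Levels are log2 values as the authors deposited them, given as mean ± SD. The 4 arrays were much alike over all probe sets, with or without a gene symbol, with correlations of 0.987 within each group and between 0.984 and 0.987 across groups.

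Nox4 itself was 129.7-fold higher in Ad-Nox4. Its level (probe set 17479974) was 5.34 ± 0.24 (SD, n = 2) in Ad-C, close to the background of the array, and 12.36 ± 0.03 (SD, n = 2) in Ad-Nox4, a log2 fold change of 7.02 with a standard error of 0.12 (limma, adjusted p = 1.47e-06). The next largest rises were those of Derl3, a factor in the degradation of misfolded proteins of the endoplasmic reticulum, from 5.25 to 7.71, H2-Q10, a class I histocompatibility gene, from 7.05 to 8.98, and Kitl, the ligand of the receptor Kit, from 5.38 to 7.21. Resf1, a factor in the silencing of retroelements, rose by 1.78 on the log2 scale, and Stom, which encodes the membrane protein stomatin, by 1.60. Tmem74 (1.65), Serpinb9e (1.58), the heat shock gene Hspa1a (1.46), the fatty acid carrier Fabp4 (1.42), the chemokine Cxcl10 (1.42), Ptgs2 (1.33), which encodes COX-2, and Slco1a6 (1.31) completed the 12 largest rises after Nox4 among called genes. In Ad-C the levels of Tmem74, Serpinb9e, Hspa1a and Slco1a6 lay under 5.06, the 95th percentile of olfactory receptors, and those of Serpinb9e (4.89) and Slco1a6 (4.75) did so in Ad-Nox4 too, so the sizes of these rises are uncertain.

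The falls were smaller. Slc38a7, an amino acid transporter, fell by 1.16 on the log2 scale, Angptl7, a secreted angiopoietin-like protein, by 1.12 and Npr3, the clearance receptor of natriuretic peptides, by 1.11. Angptl7 was among the brighter of these genes, at 10.89 ± 0.02 in Ad-C and 9.77 ± 0.11 in Ad-Nox4 (SD, n = 2, adjusted p = 0.00485). The log2 fold changes of Slc16a4 (-0.99), Clcn5 (-0.91), Rab2b (-0.90), Camk4 (-0.89), Dusp12 (-0.88), Lmcd1 (-0.85), Zxdb (-0.85), Hacd1 (-0.84) and Omd (-0.83), a small leucine-rich proteoglycan of mineralized tissue, were the next largest among called genes, leaving out microRNAs, an olfactory receptor and genes with predicted names. A second probe set gave 0.12 for H2-Q10, 0.13 for Dusp12 and -0.22 for Camk4, so the changes of these genes rest on 1 of their probe sets. H2-Q10 and Hspa1a also have near-identical relatives whose RNA the probes may not separate.

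**Figure D1:**
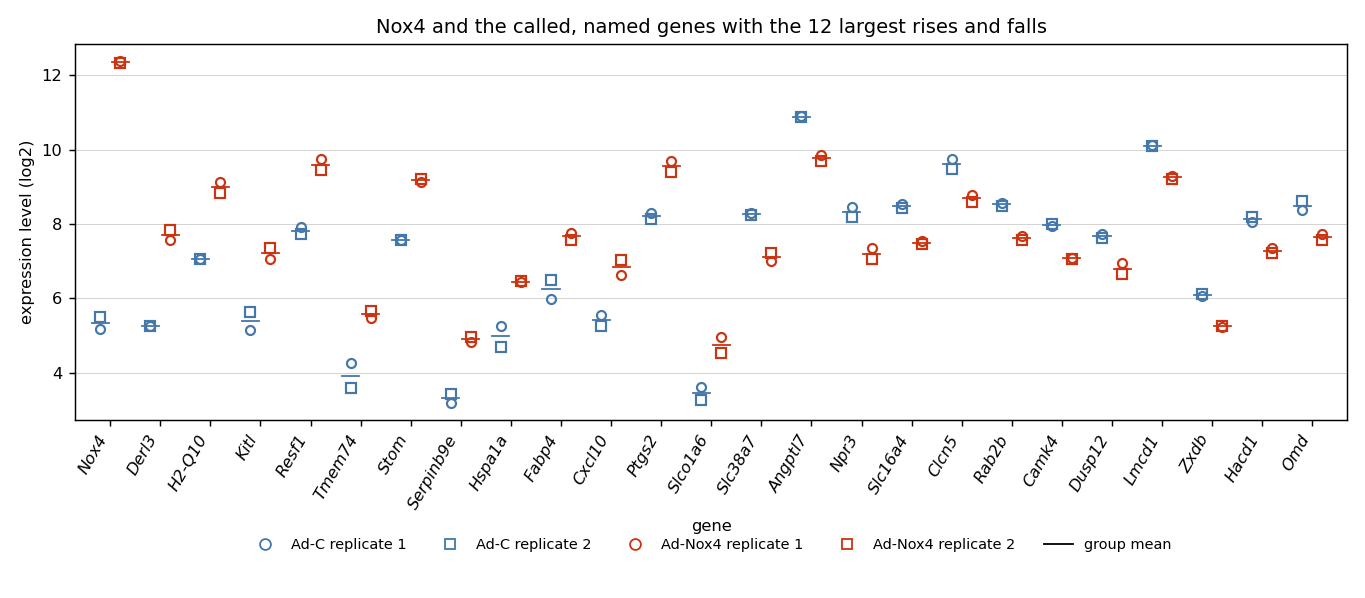
The log2 expression level on the vertical axis is shown on each array for Nox4 and for the 12 genes with the largest rise and the 12 with the largest fall among called genes that the rule names. Blue marks are Ad-C, red marks are Ad-Nox4, circles are replicate 1, squares are replicate 2 and horizontal bars are group means. Nox4 went from 5.34 to 12.36, and in each of the other genes shown both Ad-Nox4 arrays lie on the same side of both Ad-C arrays, as the rule required.

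In all, 165 of 22180 genes were called in limma at an adjusted p under 0.05, of which 84 rose and 81 fell. A change of 2-fold or more was seen in 26 of the genes that rose and 7 of those that fell. The arrays of the 2 groups did not overlap in any of the 165, which a call largely requires, since it needs a difference large against the spread within groups. Over all genes they were apart in 42.4%, against 33.3% expected by chance. Among the genes that fell were 6 microRNA genes, and none of 472 microRNA genes rose. Leaving out any 1 of the 4 arrays, which leaves 1 residual degree of freedom and little power to call a gene, or testing all 41345 probe sets together, left 1 called gene, Nox4, and a prior variance without trend left 2, Nox4 and Derl3, whereas 361 were called when genes below the median level were left out. In each of these settings those of the 165 genes that were tested kept the sign of their fold change. That was fixed in advance and is no support. Their arrays do not overlap between groups, so leaving 1 out cannot turn a sign, and the other settings leave the fold change unchanged. Without 1 array the log2 fold change of Derl3 was between 2.32 and 2.59 and that of Inhba between 0.75 and 0.83.

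Of the catabolic markers on which the study dwells, Ptgs2 rose in Ad-Nox4, and Mmp3 and Mmp13 had positive fold changes that did not pass the test. On Western blots, the paper reports higher MMP3, MMP13 and COX-2 protein after Nox4 overexpression. At the RNA level, its qRT-PCR also describes a rise of all of these in Ad-Nox4-infected chondrocytes, which an AP-1 inhibitor attenuated. Ptgs2 (probe set 17218060) rose 2.51-fold, from 8.22 ± 0.11 to 9.55 ± 0.21 (SD, n = 2, adjusted p = 0.0147). Mmp13, the main collagenase of cartilage (probe set 17514482), was at 9.84 ± 0.05 in Ad-C and 10.79 ± 0.46 in Ad-Nox4, a log2 fold change of 0.95 that missed the threshold (adjusted p = 0.0831). When genes below the median level were left out of the test, Mmp13 passed it (adjusted p = 0.0388). Mmp3, or stromelysin 1 (probe set 17514515), was at 6.34 ± 0.57 and 7.95 ± 1.15 (SD, n = 2), and its log2 fold change of 1.62 did not pass (adjusted p = 0.231). The Ad-Nox4 arrays differed in Mmp3 by more than 1 on this scale. A fit with a replicate block called Mmp3 and Mmp13, but the labels do not say that the arrays are paired. Over the list of cartilage catabolic factors, 1 of 24 genes rose, 16 had a positive fold change and 5 rose when adjusted over the list alone. The list rose as a group by camera (median log2 fold change 0.20, adjusted p = 0.00156), and with an estimated correlation it was not called (adjusted p = 0.463). That correlation was -0.018, under the preset 0.01, so correlation between these genes does not account for the lost call. Plau, the urokinase gene, had a value of 0.70 (adjusted p = 0.124).

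The cartilage matrix genes lay slightly lower in Ad-Nox4. None of 30 was called on its own, but 25 had a negative fold change and the list fell as a group (median -0.16, adjusted p = 2.28e-05, and adjusted p = 0.463 with an estimated correlation). Adjusted over the list alone, 1 gene rose and 1 fell. Col2a1, the main collagen of cartilage, was at 12.97 in Ad-C and 12.84 in Ad-Nox4 (log2 fold change -0.13, adjusted p = 0.371), and Acan, which encodes aggrecan, gave -0.14 (adjusted p = 0.372). Among their transcription factors Sox9 gave -0.28 (adjusted p = 0.321) and Sox6 -0.47 (adjusted p = 0.113). Prg4, or lubricin, gave a positive value of 0.52 (adjusted p = 0.0774). Genes for collagen and matrix processing also fell as a group (median -0.10, adjusted p = 0.0156, and adjusted p = 0.463 with an estimated correlation). Of these 25 genes 1 fell, 5 did so adjusted over the list alone and 1 rose so. The gene that fell was Lox, the lysyl oxidase that cross-links collagen, from 11.84 ± 0.003 to 11.03 ± 0.15 (SD, n = 2, adjusted p = 0.0195). Without Ad-C replicate 1 this list's adjusted p was 0.18 and without Ad-Nox4 replicate 2 it was 0.0905 (median -0.06), and it was 0.0504 with genes below the median level left out. Among 24 genes of fibroblastic dedifferentiation Lox and Col1a2 (-0.44) fell, with 7 falling and 3 rising when adjusted over the list alone, and the list was not called (adjusted p = 0.063). None of 16 hypertrophy genes was called, although adjusted over the list alone 1 rose and 3 fell, and the list had an adjusted p of 0.125. The list was called in 2 of 14 alternatives, and its median ran from -0.23 to 0.02 over them. The bone transcription factor Sp7 gave -0.57 and Panx3 -0.56 (adjusted p = 0.164 and 0.174).

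Markers of synovial lining cells, another cell type of the joint, moved opposite to the matrix lists that fell. All 8 had a positive fold change (median 0.20), and the list rose as a group (adjusted p = 0.00133, and adjusted p = 0.463 with an estimated correlation). Pdpn, or podoplanin, rose by 0.43 (adjusted p = 0.0478), and 2 genes rose adjusted over the list alone. The list's adjusted p was 0.0508 without Ad-C replicate 1, and its median was 0.31 without Ad-C replicate 2.

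**Figure D2:**
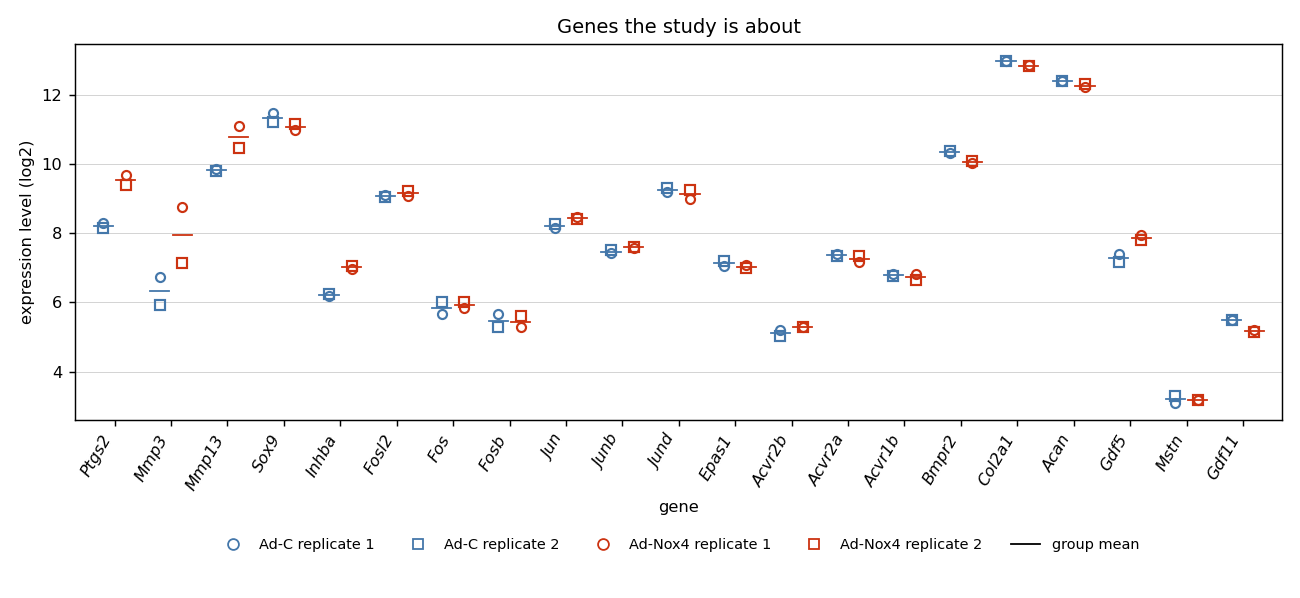
The log2 expression level on the vertical axis is shown on each array for the genes the study's text is about. Blue marks are Ad-C, red marks are Ad-Nox4, circles are replicate 1, squares are replicate 2 and horizontal bars are group means. Ptgs2 and Inhba rose, and the Ad-Nox4 arrays lie far apart for Mmp3 (SD 1.15).

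The study links Nox4 to activin A, its receptors and AP-1. Inhba, which encodes the subunit of activin A, rose from 6.23 ± 0.04 to 7.01 ± 0.05 (SD, n = 2), a 1.73-fold change (adjusted p = 0.0373). The activin and BMP receptors that the study's text is about were not called, with log2 fold changes of 0.16 for Acvr2b, -0.11 for Acvr2a, -0.06 for Acvr1b and -0.28 for Bmpr2 (adjusted p between 0.142 and 0.892). Acvr2b was near background, at 5.12 in Ad-C and 5.28 in Ad-Nox4, where a change would be hard to detect. Of the other ligands, Gdf5 gave 0.59 (adjusted p = 0.0793) and 0.17 with its other probe set, Gdf11 -0.32 (adjusted p = 0.347) and Mstn, near background at 3.20, gave -0.03. Over 31 activin and TGF-beta ligands, receptors and SMADs, Inhba rose while Tgfb2 (-0.75) and Bmp4 (-0.56) fell. Adjusted over the list alone, 2 rose and 7 fell, and the list was not called (adjusted p = 0.063). The SMAD2/3 target genes fell as a group (median -0.12, adjusted p = 0.0163, and adjusted p = 0.463 with an estimated correlation). Of 20 genes Ccn2, a matricellular growth factor also known as CTGF, fell by 0.55 (adjusted p = 0.0287), while its second probe set gave -0.24, and 4 genes fell adjusted over the list alone. Pmepa1 (-0.51) and Skil (-0.36), which restrain SMAD signalling, did not pass. This list was not called without Ad-C replicate 2 (adjusted p = 0.174) or without Ad-Nox4 replicate 1 (adjusted p = 0.168), and its median was -0.20 without Ad-C replicate 1. With genes below the median level left out it was not called either (adjusted p = 0.074). The 11 BMP target genes went both ways, with none called over all genes, 2 that rose and 3 that fell adjusted over the list alone, and no shift of the list (median 0.03, mean -0.02, adjusted p = 0.93).

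None of the measured FOS and JUN genes named by the study was called. The log2 fold changes were 0.07 for Fosl2, 0.08 for Fos, -0.02 for Fosb, 0.22 for Jun, 0.12 for Junb and -0.12 for Jund, with adjusted p-values from 0.35 to 0.982. By qRT-PCR, the paper reports higher levels of most AP-1 subunits in Ad-Nox4-infected chondrocytes. In its screen of transcription factors Fosl1, which is not reported here, rose most. Epas1, which encodes HIF-2alpha, was at 7.13 in Ad-C and 7.03 in Ad-Nox4 (adjusted p = 0.789). Over the 15 AP-1 subunits, 2 fell, namely Jdp2 (-0.60), a repressor of AP-1, and Maf (-0.51), and the stress-induced Atf3 gave 0.59 (adjusted p = 0.0646). Adjusted over the list alone 1 rose and 2 fell, and the list as a whole did not shift (adjusted p = 0.744). Hypoxia and HIF genes rose slightly as a group (median 0.09, adjusted p = 0.000258, and adjusted p = 0.52 with an estimated correlation). Of these 24 genes 1 rose, Ddit4 (0.76), an inhibitor of mTORC1, and 6 rose adjusted over the list alone. Egln3, a prolyl hydroxylase, gave 0.88 and missed the threshold (adjusted p = 0.0505). The list was not called without Ad-Nox4 replicate 1 (median 0.002, adjusted p = 0.203). Its median was 0.03 without Ad-C replicate 2, 0.16 without Ad-C replicate 1 and 0.19 without Ad-Nox4 replicate 2. Among 27 stress transcription factors of chondrocytes none was called over all genes and the list did not shift (adjusted p = 0.199), with 3 that rose and 1 that fell adjusted over the list alone.

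Genes of DNA replication were higher. All 30 S phase and E2F genes had a positive fold change, with a median of 0.52 (camera with the preset correlation, adjusted p = 2.63e-22). The call was lost with an estimated correlation (adjusted p = 0.463). That correlation was 0.84, so the 30 genes are not separate observations, and the preset p does not measure the spread between arrays. The mean of the list was 7.38 and 7.70 on the Ad-C arrays and 8.03 and 8.05 on the Ad-Nox4 arrays. The median was 0.33 without Ad-C replicate 1, and the list stayed called with the preset correlation without any 1 array. Of these genes 5 rose, and 22 did so adjusted over the list alone. Ccne1, or cyclin E1, rose 2.36-fold, from 7.40 ± 0.27 to 8.64 ± 0.01 (SD, n = 2, adjusted p = 0.0211). The licensing factors Cdc6 (0.69) and Mcm3 (0.65), the E2F repressor E2f7 (0.66) and Slbp, which binds histone mRNA and was chosen after its values were seen, rose too. Mitotic genes rose as a group by less (median 0.23, 26 of 28 positive, adjusted p = 7.08e-07). With an estimated correlation of 0.95 between these genes, the adjusted p was 0.52. None of them passed on its own or adjusted over the list alone, Aurka being at 0.57 (adjusted p = 0.172), and without Ad-C replicate 1 the list was not called (median 0.03, adjusted p = 0.317), whereas without Ad-C replicate 2 its median was 0.43.

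The p53 target genes, several of which halt the cell cycle, rose as well (median 0.40, 18 of 20 positive, adjusted p = 4.14e-09, and adjusted p = 0.463 with an estimated correlation). The antiproliferative Btg2 (0.75), the kinase Plk2 (0.69) and Perp (0.59) rose, and adjusted over the list alone 13 genes rose and 2 fell.

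The NRF2 target genes, which answer to oxidative stress, rose as a group (median 0.24, 21 of 23 positive, adjusted p = 6.92e-09, and adjusted p = 0.463 with an estimated correlation). Hmox1, or heme oxygenase 1, rose from 10.37 ± 0.01 to 10.89 ± 0.005 (SD, n = 2, adjusted p = 0.0314), and Nqo1 rose by 0.50 (adjusted p = 0.0471). Adjusted over the list alone 9 rose, and Gclc, which makes glutathione, gave 0.51 (adjusted p = 0.0791 over all genes). Among 20 other antioxidant enzymes none was called over all genes, 4 rose adjusted over the list alone, and the list was not called (adjusted p = 0.107), its median (-0.002) and mean (0.07) differing in sign. Glrx gave 0.43 and the metallothionein Mt1 0.30. The 14 other NADPH oxidase subunits did not shift (median 0.0004, mean -0.02, adjusted p = 0.824), and none was called over all genes or adjusted over the list alone. Duox1 gave 0.30 and Cyba, the partner protein of NOX4, gave -0.24 (adjusted p = 0.708).

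Genes of protein folding were higher. The unfolded protein response genes rose as a group (median 0.22, 17 of 20 positive, adjusted p = 4.98e-09, and adjusted p = 0.463 with an estimated correlation). The endoplasmic reticulum proteins Sdf2l1 (0.78), Creld2 (0.77) and Hsp90b1 (0.40) rose, and adjusted over the list alone 10 did. The heat shock genes rose as a group too (median 0.18, adjusted p = 0.000427, and adjusted p = 0.463 with an estimated correlation). Of these 16 genes Hspa1a (1.46) and Hspa1b (1.21), which are near-identical copies, rose and Cryab (-0.58), a small heat shock protein, fell, with 4 that rose and 1 that fell adjusted over the list alone. Among 26 ATF4 target genes 1 rose, Ddit4, and the list was not called (median -0.08, adjusted p = 0.199), with 2 that rose and 1 that fell adjusted over the list alone.

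The type I interferon genes were higher, with a median of 0.48 and 27 of 30 positive (adjusted p = 5.95e-10, and adjusted p = 0.463 with an estimated correlation). The median was 0.31 without Ad-Nox4 replicate 2. Cxcl10 rose 2.68-fold (adjusted p = 0.0314) and 9 genes rose adjusted over the list alone. The Ad-Nox4 arrays differed strongly in several of them, and Rtp4, at 5.46 ± 0.09 in Ad-C and 6.93 ± 1.12 in Ad-Nox4 (SD, n = 2), and Ifit1, at 5.34 ± 0.03 and 6.55 ± 0.69, did not pass (adjusted p = 0.217 and 0.14). The NF-kappaB inflammatory genes rose as a group (median 0.26, 24 of 31 positive, adjusted p = 0.00084, and adjusted p = 0.463 with an estimated correlation), but not without Ad-Nox4 replicate 1 (median 0.03, adjusted p = 0.266). The adhesion molecule Icam1 rose by 0.53 (adjusted p = 0.0477), and 3 genes rose adjusted over the list alone. Saa3, an acute phase protein, had a value of 1.58 with a standard error of 1.08, and did not pass (adjusted p = 0.626). Macrophage and leukocyte markers were not called as a list beside these groups (19 genes, of which 9 lay above background, median 0.05, adjusted p = 0.457). Cd68 gave 0.91 (adjusted p = 0.0544), Lyz2 0.48 (adjusted p = 0.42) and Ptprc, the pan-leukocyte marker CD45, -0.41 (adjusted p = 0.333), and 1 gene rose adjusted over the list alone.

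In the planned test no shift was called for cholesterol synthesis (18 genes, median -0.05, adjusted p = 0.125) or oxidative phosphorylation (30 genes, median 0.05, adjusted p = 0.14). None of their genes was called over all genes or adjusted over the list alone. Each list was called in 2 of 14 alternatives. Medians ran from -0.10 to -0.03 for cholesterol synthesis and from 0.02 to 0.08 for oxidative phosphorylation. No shift was called for markers of further cell types either, at adjusted p = 0.178 for endothelium, 0.202 for osteoclasts, 0.36 for skeletal muscle, 0.285 for adipocytes and 0.178 for tendon and ligament. Only 6 of 14 endothelial, 4 of 9 osteoclast, 8 of 15 muscle and 6 of 10 adipocyte markers had a mean level above the 95th percentile of olfactory receptors, which limits what these lists could show. Of their genes Fabp4 rose (1.42) and Car3 fell (-0.78), both adipocyte markers, over all genes and adjusted over the list alone, and none of the others was called in either way. Of the technical lists, control genes (median 0.05), cytosolic ribosomal proteins (0.02), small nucleolar RNAs (0.02), olfactory receptors (-0.01), microRNA transcripts (-0.03) and histones (0.03) were not called, with adjusted p-values from 0.157 to 0.641.

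**Figure D3:**
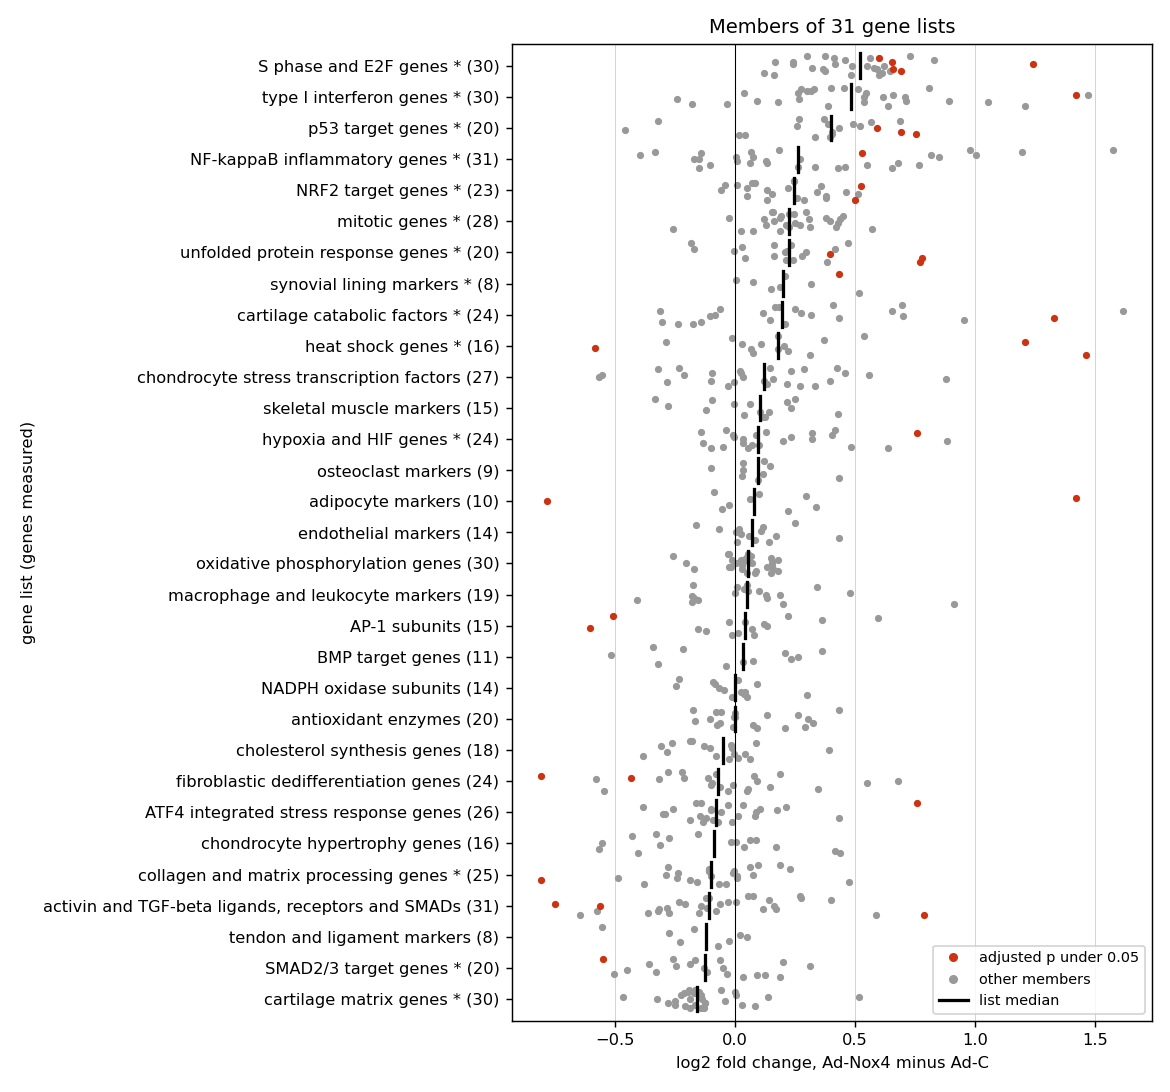
The log2 fold change of Ad-Nox4 over Ad-C on the horizontal axis is shown for each measured member of 31 gene lists, with the number of genes in parentheses. Red points passed an adjusted p under 0.05 over all genes, grey points did not, black bars are list medians and asterisks mark lists called by camera with the preset correlation. List medians ran from -0.16 in cartilage matrix genes to 0.52 in S phase and E2F genes.

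By camera with the preset correlation, 14 of the 31 lists were called, 11 of them higher and 3 lower in Ad-Nox4. With an estimated correlation 0 were called in limma (2 at an unadjusted p under 0.05), and fry also called 0, with a lowest adjusted p of 0.0534. The estimated correlation leaves camera 2 residual degrees of freedom, which limits its power to call any list.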

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

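The settings were fixed before the data were examined, apart from 3 added after the results were seen, namely protein-coding genes alone, no trend together with genes above the median level, and no trend together with the replicate block. The Nox4 log2 fold change kept its direction and its call in every limma setting, between 6.85 and 7.19. Only the methods' t-test with Benjamini-Hochberg adjustment, which does not borrow spread from other genes, did not call it (7.02, adjusted p = 0.357). The number of called genes moved far more. The planned fit gave 165 (84 rose and 81 fell). Leaving out an array gave from 1 to 1 genes, with from 1 to 1 that rose and from 0 to 0 that fell, in a fit with 1 residual degree of freedom that takes the lone array to vary like the other group. A prior variance without trend gave 2 (2 rose, 0 fell), and all probe sets gave 1 (1 rose, 0 fell). Filters on dim genes gave more, with 361 (176 rose, 185 fell) above the median level and 257 (135 rose, 122 fell) above the 20th percentile, where fewer genes were tested. The methods' t-test gave 2017 (897 higher, 1120 lower) at an unadjusted p under 0.05 and 0 (0 higher, 0 lower) after Benjamini-Hochberg. Looser or stricter thresholds gave 393 (194 rose, 199 fell) at an adjusted p under 0.1, 33 (26 rose, 7 fell) at 2-fold or more, and 121 (71 rose, 50 fell) at 1.5-fold or more. Of the settings added later, no trend with the replicate block gave 1 (1 rose, 0 fell). The robust prior, 3 normalizations, the mean of probe sets, protein-coding genes alone and no trend above the median level gave between 122 and 201. The cause of the losses without trend and with all probe sets was not tested.

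The replicate numbers are shared by both groups, but nothing says that they mark a shared preparation. With the replicate block 763 genes were called (371 rose, 392 fell), among them all of the 165, and deviations of same-numbered arrays from their group means correlated at 0.13 over all genes, 0.093 over the S phase and E2F genes, 0.38 over the type I interferon genes and 0.76 over the NF-kappaB inflammatory genes. The block also called Mmp3 (adjusted p = 0.0062), Mmp13 (adjusted p = 0.00853) and Saa3 (adjusted p = 0.00392), which the planned fit did not. With the block 16 lists were called by camera. Those added were the activin and TGF-beta ligands, receptors and SMADs, and the fibroblastic dedifferentiation genes.

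Of the gene lists, 14 were called in the planned test, and between 12 and 16 in the other settings with the preset correlation. With an estimated correlation 0 were called in camera, and 0 in fry. The antioxidant enzymes, which were not called in the planned test (median -0.0017), had medians from -0.0319 to 0.0702 on leaving out an array, and were called higher without Ad-C replicate 2 (0.0702) and after quantile normalization (0.0198). The cause was not tested. For the 31 lists 405 of 430 other values kept their direction and side of the threshold, 10 lost the call, 13 gained it and 2, those of the antioxidant enzymes, were called against the sign of the planned median. For 156 named genes 1757 of 2154 values kept them, 317 lost the call and 80 gained it, and no called gene changed sign. For genes whose arrays do not overlap between groups, leaving out an array could not have changed it. A sign change of a value called in neither setting was not counted. Signal over background limits dim genes, and 161 of the 165 called genes lay above the 95th percentile of olfactory receptors.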

Other observations

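The genes of the next paragraph were chosen after their values were seen, and so were all tests of this part except that of the brighter microRNAs and that of other splits of the arrays. The region of those microRNAs was itself noticed on these arrays.

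Further called genes outside the lists are given as single genes, and no theme was tested over them. Of the small leucine-rich proteoglycans, Ogn fell by 0.57 beside Omd, which fell by 0.83. Both stayed called under each of the 3 other normalizations. The 14 other measured members of the family were not called and ranged from -1.36 (Aspn, adjusted p = 0.164) to 0.17 (Podnl1). Ccn5 fell by 0.79, Cthrc1 by 0.73 and Reck, a membrane inhibitor of matrix metalloproteinases, by 0.71. Fgfr3, a receptor that restrains growth of cartilage, fell by 0.47, and the related receptors Boc and Cdon, which bind hedgehog proteins, fell by 0.74 and 0.54. Of the genes that rose, Dusp6, a phosphatase induced by ERK signalling, changed by 1.06, Igfbp3 by 0.99, Nrg1 by 0.87 and the prostaglandin E2 receptor gene Ptger4 by 0.82. Mlkl, the executor of necroptosis, rose by 1.25, and Skp2, which targets cell cycle inhibitors for degradation, by 0.74, while the cyclin gene Ccnd2 fell by 0.44. Each of these was called at an adjusted p under 0.05 in limma, and none was called when an array was left out.

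The non-coding RNAs between Dlk1 and Dio3, an imprinted region whose RNAs are made from the maternal chromosome, were lower in Ad-Nox4. Of 43 microRNA genes of the region 41 had a negative fold change (median -0.462), and the mean level of the 43 was 5.66 on both Ad-C arrays and 5.28 and 5.11 on the Ad-Nox4 arrays. The 429 microRNA genes elsewhere had a median of -0.015 (95% bootstrap interval -0.04 to 0.007). All 472 microRNA genes together had a mean level of 4.47 in Ad-C, under the background line of 5.06. Probe sets at background would not show a loss, so a loss of microRNA probe signal in general stays open. The 73 small nucleolar RNAs, at a mean of 8.14 in Ad-C, had a median of 0.02, which argues against a loss over all small RNA probe sets. Noise of dim probe sets, if separate for each gene, is argued against by the 21 brighter microRNAs of the region (median -0.481). Of 10000 random gene sets matched on level, 0 reached that value. The region was noticed because it was low on these same arrays, so an extreme place among random sets was likely and is no independent support. The genes of those sets were scattered, so noise shared within the region stays open. The long maternally expressed RNAs Rian and Meg3 went the same way (median -0.423), Rian being called at -0.49 (adjusted p = 0.0427) and Meg3 not at -0.36 (adjusted p = 0.441), while of the other long non-coding RNAs measured there 3110009F21Rik gave -0.38 and Dio3os 0.12, neither called. This is consistent with lower levels of the long maternal RNAs, whose precursors the microRNA probes may also read, as a hypothesis found and tested on the same 4 arrays, and a different mixture of cells in the cultures stays open and untested.

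The rise of the type I interferon genes (median 0.482) did not come from 1 Ad-Nox4 array alone. The mean of the list was 0.281 higher on the lower Ad-Nox4 array than on the higher Ad-C array, against a difference of 0.054 between the Ad-C arrays and of 0.394 between the Ad-Nox4 arrays, and without each array in turn the list stayed called with the preset correlation (median from 0.306 to 0.51), although on all arrays its adjusted p was 0.463 with an estimated correlation. A larger share of leukocytes stays open, since the median of 19 leukocyte markers was 0.048, but 10 of them lay near background and for the 9 others the interval of the median (-0.17 to 0.48) went beyond 0.241, the midpoint between 0 and the shift of the interferon list, with Cd68, the brightest, at 6.96 in Ad-C and 7.87 in Ad-Nox4. No gene of the leukocyte list is in another list, and cartilage cells can express some of them. A different amount of virus in the 2 groups, or a response to Nox4 itself, may also account for it, and these cannot be told apart because no probe set measures viral RNA.

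Called genes that are neighbours in the genome were tested for changing together, leaving out the Dlk1-Dio3 region. There were 3 neighbouring pairs called in the same direction, Omd with Ogn, Hspa1a with Hspa1b and Tnfrsf22 with Tnfrsf23, and 1.87% of 10000 random draws of 157 called genes gave as many. In 2 of the pairs the genes share the stem of their names and are close relatives whose RNA may reach the probes of both. For the 1 pair without a shared stem, Omd with Ogn, 38.8% of draws gave as many, and these genes too belong to 1 family. Whether neighbouring genes change together more often than chance therefore stays open.

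Of the 3 ways to split the 4 arrays into equal groups, 1, the real one, called 165 genes and the highest of the others called 0. With 3 splits the share cannot fall under 0.05. Among 17824 probe sets with no symbol or several, limma called 0, with 982 at an unadjusted p under 0.05.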
